A study of Mus musculus with 14 samples. Its data were reported in "Nrf2 overexpression rescues the RPE in mouse models of retinitis pigmentosa" (2021).

How the data were processed

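RNA was measured in the retinal pigment epithelium (RPE), the pigmented cell layer behind the photoreceptors, of rd1 mice at postnatal day 20. The rd1 mouse carries a loss-of-function mutation in Pde6b that kills its rods early in life. In each of 7 mice both eyes had received an adeno-associated virus (AAV) that drives green fluorescent protein (GFP) from the RPE promoter Best1, and 1 eye had also received an AAV that drives human Nrf2 (gene NFE2L2) from the same promoter. The groups are called Nrf2 and control below, and libraries are named by group and mouse number as the labels give them. The Nrf2 vector had another capsid than the GFP vector, so the Nrf2 eye of every mouse differed by the transgene and by an added vector. The labels describe 2 sequencing runs. They do not say which library was in which run, so no comparison within runs was made.

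The authors amplified the RNA with a low-input kit, aligned reads to the mouse genome build mm10 with Ensembl release 91 annotation, and also quantified transcripts with Salmon and summed them per gene for DESeq2. The deposited values are estimated counts per gene, rounded to whole numbers, not normalized between libraries. That they come from Salmon was inferred from the row set: of 34453 rows, 21751 were protein-coding genes and 12145 were pseudogenes, and almost no other class was present. Estimated counts divide reads between near-identical copies by a model, so values of paralogs such as the Gstm and Gstp families and of pseudogenes are less certain than those of unique genes. The last row held human NFE2L2, the transcript of the vector. It was reported separately and never counted among differing genes. Of the 34452 mouse gene rows, 34401 matched GENCODE M21 (build GRCm38), which gave positions, gene types, transcript lengths and GC content. All 14 columns were mapped to libraries by their labels.

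Total counts ranged from 16548349 to 50543008 per library. CPM below are counts scaled to a total of 1e+06 per library. At these depths counting error was small beside the spread between mice for the genes named, except where low counts are given. The 95% Wilson intervals printed for shares of single libraries cover counting error only, since amplified reads without molecular identifiers are not independent molecules.

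The main test was the quasi-likelihood F-test of edgeR 4.0.16 (R 4.3.3) with mouse and treatment as terms, TMM normalization and filterByExpr by group with a minimum count of 10. P-values were adjusted by the Benjamini-Hochberg method over 16289 genes, and adjusted p under 0.05 is the threshold for a differing gene. All adjusted p-values of single genes are from this test unless another is named, and standard errors (SE) of log2 fold changes were derived from its F statistic. The 7 mice left 6 residual degrees of freedom, with 2.68 added by the prior. Pairing follows the labels, which number the eyes by animal. Deviations from the group means, over 11591 genes, showed no consistent likeness between the eyes of a mouse. Their correlation was 0.10, -0.04, 0.01, -0.51, 0.38, -0.34 and 0.20 in mice 1 to 7. The block thus follows the design and not a shared mouse effect seen in the data. Single-gene paired differences of log2 CPM (prior count 2) were also tested with an exact two-sided sign-flip permutation test over all 128 sign patterns, whose smallest possible p is 0.0156.

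Lists of genes were written before the data were examined. They cover the genes the study named, Nrf2 targets, glutathione metabolism, the thioredoxin system, superoxide dismutases and catalase, the pentose phosphate pathway, RPE function, the melanin pathway, rods, cones, inner retina, endothelium, immune cells, fibroblasts, skeletal muscle, blood, the interferon response, the unfolded protein and amino acid stress response, and mitochondrial transcripts. These 19 lists were tested with camera in limma 3.58.1 on log2 CPM with a preset inter-gene correlation of 0.01 and adjusted over the lists. The study chose its named genes on libraries that include these, so that list is not independent evidence. Other lists share genes with it and are not independent of it. A list of surface epithelium genes was added after the data were seen and is used only in the closing section.

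The genes named in the text were fixed by a rule made before the data were examined: 19 genes of the pathways above together with 4 Y-linked genes, the 5 genes with the largest change in each direction among those past the threshold with at least 5 CPM on average and the same direction in all 7 mice, and list members past the threshold. Genes outside this rule are said to be so where they appear.

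The alternatives were no block for mouse, RLE and upper-quartile normalization, DESeq2 1.42.0, voom with sample quality weights in limma, no filter or a mean of at least 10 counts, counts thinned to the smallest library, 1 surrogate variable (sva 3.50.0), an adjusted p threshold of 0.01, a minimum log2 change of 0.5 (glmTreat), each mouse left out in turn and, for lists, camera with estimated correlation, fry and the sign-flip test. A robust prior, a fit on 5 mice, DESeq2 with each mouse left out and a covariate for surface epithelium were added after the data were seen. Libraries were compared in pairs by a chi-square per gene, and all 64 ways to exchange the eyes within mice were refitted.

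The tests were checked on simulated counts of 16290 transcripts, 200 of them changed. The simulation had no differences between mice and no unusual library. The edgeR and voom fits tested 16129 of these and DESeq2 tested all 16290. The paired edgeR test recovered 51.0% of the changed ones with 1.92% of its calls false, and voom recovered 54.5% with 5.22% false. DESeq2 recovered 74.0% with 34.2% of its calls false. In simulated lists, the camera test called the 1 changed list and 0 of 20 unchanged lists. Simulated genes varied independently of each other, so this could not test camera where genes of a list vary together. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.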

Results

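To determine how Nrf2 overexpression changes the transcriptome of the degenerating RPE, each of 7 rd1 mice contributed 1 RPE library from an eye treated with AAV-Best1-Nrf2 besides AAV-Best1-GFP and 1 from the other eye, treated with AAV-Best1-GFP alone. All 14 libraries were from postnatal day 20. Total counts averaged 3.24e+07 ± 1.21e+07 (SD, n = 7) in Nrf2 eyes and 3.25e+07 ± 6.38e+06 (SD, n = 7) in control eyes. The library with the fewest counts was Nrf2 2, at 16548349, and the one with the most was Nrf2 7, at 50543008. Transcripts of the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty were present in all 14 libraries, and none of the 4 differed between the groups, with adjusted p from 0.24 to 0.99.

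The vector transcript was examined first, because it tests the labels. Human NFE2L2 averaged 5870 ± 2581 CPM (SD, n = 7) in Nrf2 eyes and 211 ± 424 CPM (SD, n = 7) in control eyes, and it was higher in the Nrf2 eye of all 7 mice. In Nrf2 libraries 1 to 7 it reached 8711, 5868, 6735, 1163, 4577, 5484 and 8550 CPM. In control libraries 1 to 7 it stood at 1.12, 51.8, 1163, 75.5, 175, 1.18 and 7.79 CPM. Thus the library labelled control 3 carried as much vector transcript as the library labelled Nrf2 4, 38460 and 28484 counts respectively. With a log2 fold change of 7.36 (SE 1.74), the vector transcript itself had an adjusted p of 0.0598 in the paired edgeR test. Endogenous mouse Nfe2l2 (ENSMUSG00000015839) did not differ (log2 fold change 0.28, SE 0.10, adjusted p 0.20).

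**Figure D1:**
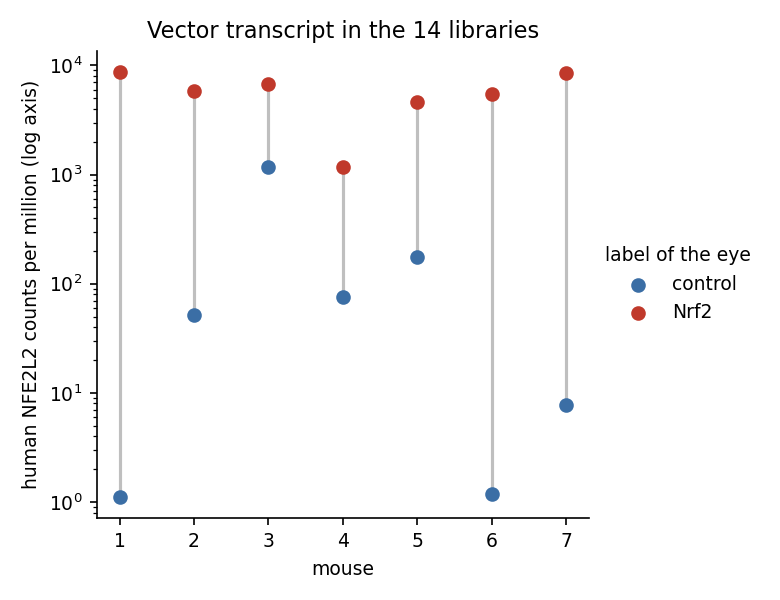
CPM of human NFE2L2 (log axis) in the control (blue) and Nrf2 (red) eye of mice 1 to 7, joined by a line per mouse. The library labelled control 3 and the library labelled Nrf2 4 both stand at 1163 CPM.

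These same libraries were also closest to each other in the whole transcriptome. Over 14541 genes, the median chi-square between control 3 and Nrf2 4 was 3.95 times the value that sampling alone gives. The next closest of the 91 pairs, Nrf2 1 and Nrf2 3, stood at 12.1 times sampling, and pairs within a group had a median of 39.4 times. Both eyes of a mouse were between 40.3 and 121 times sampling apart. Control 3 and Nrf2 4 differed by more than sampling noise and carry different labels, so both were kept, each in its labelled group. Unless a mouse or library is said to be left out, every comparison below includes the library labelled control 3 and the library labelled Nrf2 4.

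**Figure D2:**
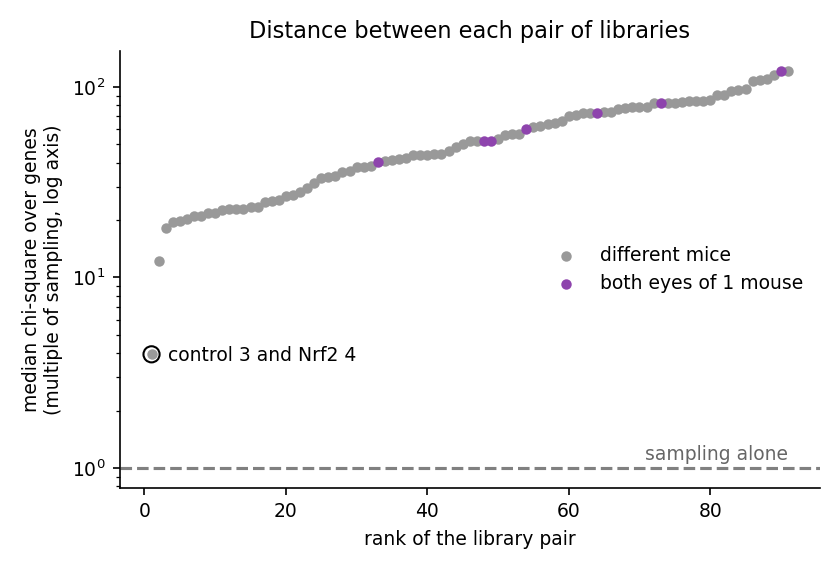
Median chi-square over genes between each pair of the 14 libraries, as a multiple of the sampling value (log axis), by rank over 91 pairs; purple points are both eyes of 1 mouse. The pair of control 3 and Nrf2 4, circled, lies at 3.95, below the next pair at 12.1.

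Of 16289 genes tested, 559 (3.43%) differed between Nrf2 and control eyes, 479 higher and 80 lower in Nrf2 eyes. The absolute log2 fold change was at least 1 in 323 of them, 288 higher and 35 lower. In 503 of the 559 genes all 7 mice changed in the same direction, and in all 559 at least 6 mice did. At an unadjusted p under 0.05 there were 2955 genes. The smallest adjusted p was 0.00936, and the median log2 fold change of all tested genes was -0.04. The number rose only when mouse 4 was left out and fell without each other mouse. Without mouse 4 the same test called 1998 genes, 978 higher and 1020 lower, and 558 of the 559 were among them. Without each of the other mice it called from 111 genes (mouse 7 left out) to 387 genes (mouse 2 left out). With mice 3 and 4 both left out it called 747 genes, 494 higher and 253 lower, of which 419 were among the 559. The fit without a replicate block called 1100 genes, 877 higher and 223 lower, and shared 547 with the paired fit.

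**Figure D3:**
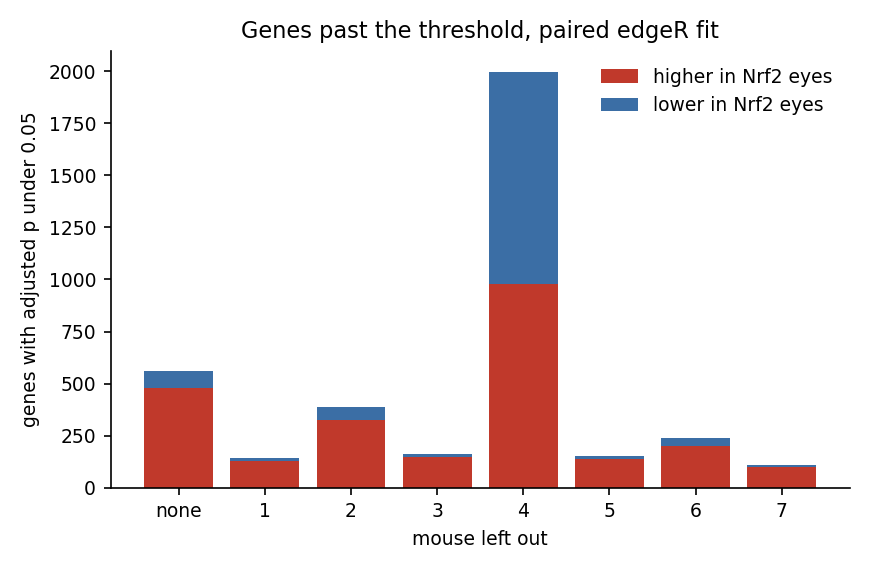
Number of genes with adjusted p under 0.05 in the paired edgeR test on all 7 mice (none) and with each mouse left out, stacked as higher (red) and lower (blue) in Nrf2 eyes. The bar without mouse 4 reaches 1998 genes, and the other bars with a mouse left out lie between 111 and 387.

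Whether Nrf2 raised genes of glutathione synthesis was asked of genes fixed in advance. Gclc, for the catalytic subunit of glutamate-cysteine ligase (ENSMUSG00000032350, chromosome 9, 77754535 to 77794485, GRCm38), rose from 174 ± 180 CPM in control to 2434 ± 1090 CPM in Nrf2 eyes (SD, n = 7). Its log2 fold change was 4.16 (SE 0.50, adjusted p 0.00936), and it was higher in 7 of 7 mice, by 2.44 to 5.52 (log2). Gclm, for the modifier subunit (ENSMUSG00000028124, chromosome 3, 122245557 to 122270732), rose from 167 ± 81.7 to 1268 ± 565 CPM (SD, n = 7), with a log2 fold change of 2.99 (SE 0.34, adjusted p 0.00936). Glutathione synthetase (Gss) had a log2 fold change of 2.54 (SE 0.30, adjusted p 0.00936), the cystine transporter subunit Slc7a11 one of 2.68 (SE 0.33, adjusted p 0.00936) and glutathione reductase (Gsr) one of 2.10 (SE 0.25, adjusted p 0.00936). All 3 were higher in 7 of 7 mice. Ggt1, for gamma-glutamyl transferase, changed by 0.47 (SE 0.21) with an adjusted p of 0.27 and was higher in 5 of 7 mice, so it did not pass in this test, although it did under voom (0.73, adjusted p 0.0189). Another gene of the same enzyme family, Ggt5, a member of the glutathione metabolism list, changed by 2.71 (SE 0.40, adjusted p 0.0135) and was higher in 7 of 7 mice.

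Genes of other antioxidant systems were compared in the same way. Txnrd1, for thioredoxin reductase 1 (ENSMUSG00000020250, chromosome 10, 82833951 to 82897712), rose from 188 ± 140 to 1905 ± 856 CPM (SD, n = 7), a log2 fold change of 3.53 (SE 0.37, adjusted p 0.00936). The transporter gene Abcc4 changed by 2.64 (SE 0.32, adjusted p 0.00936). The pentose phosphate genes G6pdx, Taldo1 and Pgd changed by 1.53 (SE 0.23, adjusted p 0.0138), 1.80 (SE 0.25, adjusted p 0.0111) and 2.04 (SE 0.25, adjusted p 0.00936). Catalase (Cat) and Sod2 rose by 1.39 (SE 0.21, adjusted p 0.0135) and 1.24 (SE 0.18, adjusted p 0.0128). Sod1 changed by 0.60 (SE 0.19) with an adjusted p of 0.14, higher in 5 of 7 mice, and Sod3 by -0.04 (SE 0.34) with an adjusted p of 0.97. In 3 of 19 alternatives Sod1 did pass: DESeq2, voom and the fit without mouse 4. Among other genes known to respond to Nrf2, the log2 fold change was 2.05 for Nqo1 (SE 0.26, adjusted p 0.00983), 4.30 for Hmox1 (SE 0.56, adjusted p 0.0101) and 4.68 for Srxn1 (SE 0.58, adjusted p 0.00936). Of these 18 fixed genes besides Nfe2l2, 15 passed the threshold over all genes. All 15 were higher in 7 of 7 mice, for which the exact sign-flip permutation test gave a p of 0.0156, the smallest it can give. Of the 15 genes the study named, 12 passed over all genes and 13 when adjusted over the list alone.

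**Figure D4:**
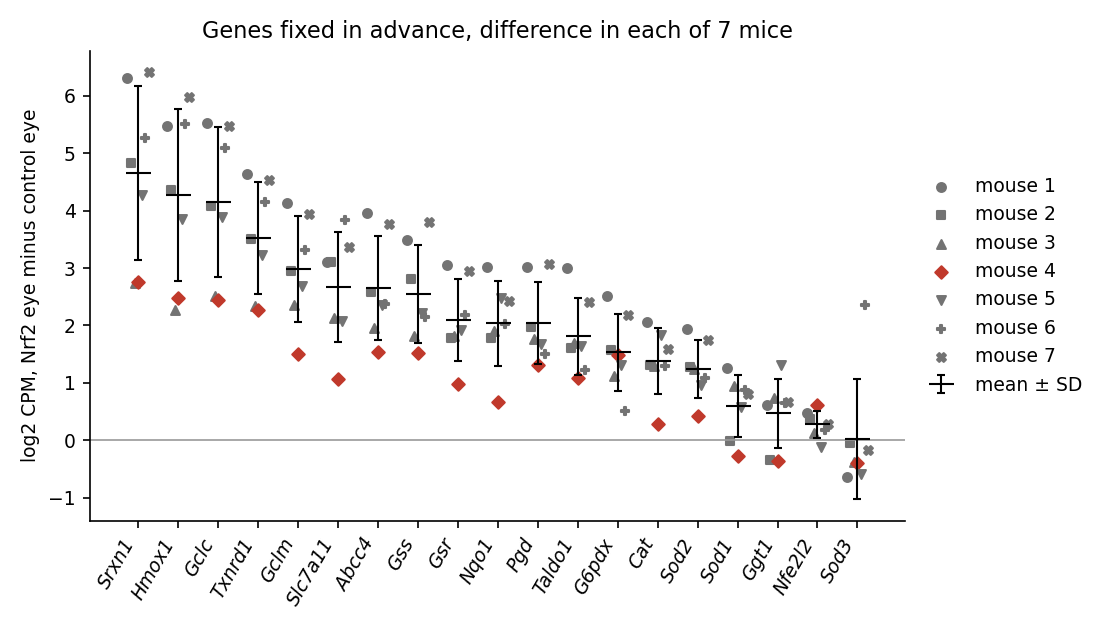
Difference in log2 CPM between the Nrf2 and the control eye of each of 7 mice (points, mouse 4 in red) for 19 genes fixed in advance, with the mean and SD over mice in black. Gclc ranges from 2.44 to 5.52, and Sod3 lies around 0 with mouse 6 at 2.35.

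By the rule fixed in advance, the 5 genes with the largest rise were Cyp1a1, Ccer2, Sstr5, Gstm1 and Fbxo2. Gstm1 (chromosome 3, 108012255 to 108017973) went from 209.5 ± 320 to 4906 ± 2390 CPM (SD, n = 7), a log2 fold change of 5.36 (SE 0.79, adjusted p 0.0135), and Fbxo2 changed by 5.30 (SE 0.86, adjusted p 0.0169). Gstm1 belongs to a family of near-identical copies, so its counts are uncertain as to the copy. Cyp1a1, Ccer2 and Sstr5 were fitted at 6.18 (SE 1.21, adjusted p 0.0323), 6.16 (SE 1.17, adjusted p 0.0288) and 5.72 (SE 1.19, adjusted p 0.0397). These folds rest on few control counts. In control eyes Cyp1a1 and Ccer2 each had at most 3 counts in 4 of 7 libraries, and Sstr5 did in 2 of 7. The 5 genes with the largest fall were the cone opsin Opn1sw (log2 fold change -5.12, SE 1.13, adjusted p 0.0470), Rbp3 (-3.19, SE 0.60, adjusted p 0.0275), Kcne2 (-2.57, SE 0.40, adjusted p 0.0146), Nxnl1 (-2.27, SE 0.28, adjusted p 0.00936) and Fam19a3 (-2.21, SE 0.26, adjusted p 0.00936). All 5 were lower in 7 of 7 mice.

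The gene lists asked whether pathways shifted as a whole. With camera at the preset correlation, 11 of 19 lists passed an adjusted p of 0.05. The 47 tested genes of glutathione metabolism had a median log2 fold change of 0.67 (adjusted p 9.82e-13). Of them 20 differed over all genes, all higher, and 28 did when adjusted over the list alone, 25 higher and 3 lower. Nrf2 targets had a median of 2.04 (adjusted p 7.69e-33) with 26 of 29 genes past the threshold and 28 when adjusted over the list alone. The genes the study named had a median of 2.05 (adjusted p 2.04e-17). The median was 0.21 for the thioredoxin system (adjusted p 2.39e-04), 0.92 for superoxide dismutases and catalase (adjusted p 0.00239) and 0.22 for the pentose phosphate pathway (adjusted p 0.00264). When adjusted over the list alone, 5 of 16, 3 of 4 and 3 of 8 genes of these lists differed. The mean difference of each of these 6 lists was above 0 in 7 of 7 mice. The lists share genes, so they are not 6 separate results. All 4 genes of the superoxide dismutase and catalase list are also genes the study named. So are G6pdx, Taldo1 and Pgd of the pentose phosphate list.

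Lists of retinal cells were lower in Nrf2 eyes. The cone list had a median of -1.98 (adjusted p 2.02e-08) and was lower in 7 of 7 mice, and Opn1sw, Nxnl1 and Gnat2 passed the threshold singly. When adjusted over the list alone, 8 of its 12 genes differed, all lower. The rod list had a median of -1.61 (adjusted p 4.71e-05) and was lower in 6 of 7 mice, and that of inner retina had one of -1.03 (adjusted p 0.0320), also lower in 6 of 7 mice. When adjusted over the list alone, 8 of 17 rod genes (7 lower and 1 higher) and 2 of 18 inner retina genes (1 of each) differed. Rom1, on the rod list, went the other way, with a log2 fold change of 1.97 (SE 0.36, adjusted p 0.0252). The immune cell list (median 0.80, adjusted p 0.0447, higher in 6 of 7 mice) and the blood list (median -0.76, adjusted p 0.0294, lower in 5 of 7 mice) were closer to the threshold, and 0 of their genes passed, also when adjusted over the list alone. Of the 11 lists, 7 passed under fry, and 7 passed under the exact sign-flip permutation test (adjusted p 0.0424): the 6 pathway lists and the cone list in both cases. With an estimated correlation 0 of the 11 passed, the smallest adjusted p being 0.14.

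**Figure D5:**
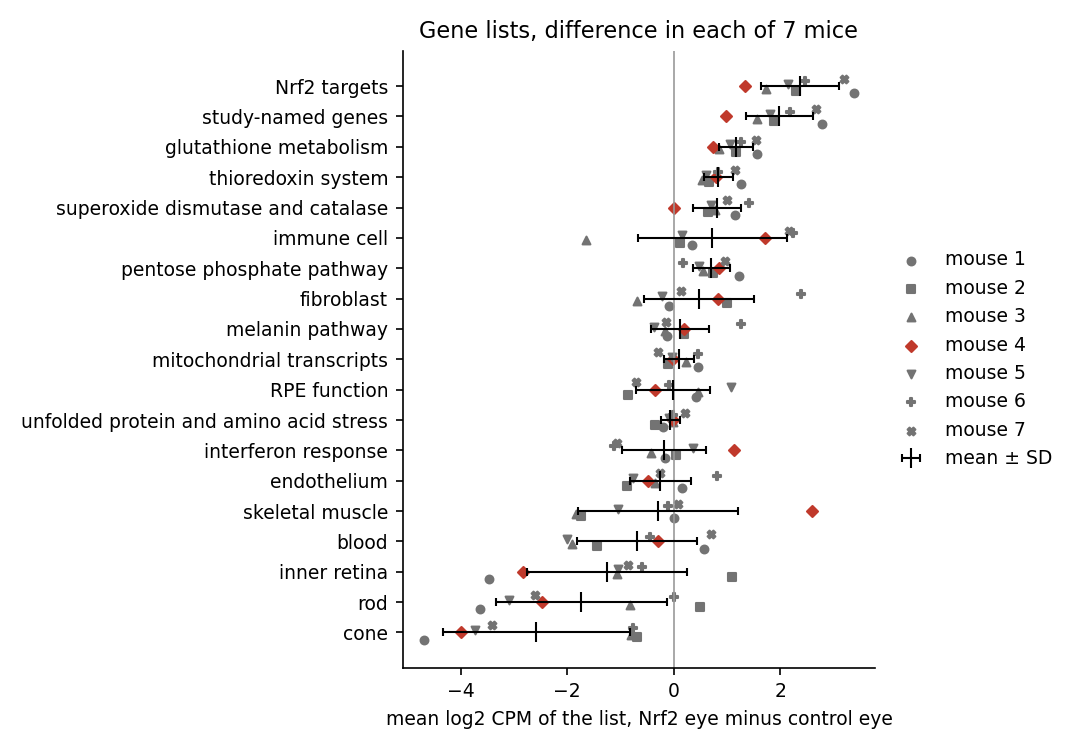
Difference between the Nrf2 and the control eye in the mean log2 CPM of each of 19 gene lists, per mouse (points, mouse 4 in red) and as mean and SD over 7 mice (black). The glutathione metabolism list lies above 0 in all 7 mice and the cone list below 0 in all 7.

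The 8 other lists did not pass. Their median log2 fold changes were 0.03 for RPE function (adjusted p 0.78), 0.14 for the melanin pathway (adjusted p 0.44), -0.15 for endothelium (adjusted p 0.18), 0.31 for fibroblasts (adjusted p 0.12), -0.31 for skeletal muscle (adjusted p 0.31), -0.27 for the interferon response (adjusted p 0.77), -0.05 for the unfolded protein and amino acid stress response (adjusted p 0.92) and 0.11 for mitochondrial transcripts (adjusted p 0.15). When adjusted over the list alone, 4 of 22 RPE function genes, 1 of 10 fibroblast genes and 3 of 22 interferon genes differed, and 0 did in the other 5 lists. The single members past the threshold over all genes were Sulf1 (log2 fold change 1.43, SE 0.30, adjusted p 0.0411), Col6a3 (2.24, SE 0.28, adjusted p 0.00936), Bst2 (1.00, SE 0.21, adjusted p 0.0383) and Rpe65. Rpe65, for the isomerase of the visual cycle (ENSMUSG00000028174, chromosome 3, 159599175 to 159625321), fell from 1424 ± 562 CPM in control to 343 ± 325 CPM in Nrf2 eyes (SD, n = 7). Its log2 fold change was -2.17 (SE 0.37, adjusted p 0.0199), and it was lower in 7 of 7 mice. With 1 mouse left out at a time it lay between -2.39 and -1.90, and its adjusted p was above 0.05 in 5 of those 7 fits, with 0.0651 as the highest.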

Values the study reported

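At P20 the study counted 2223 genes that differed between eyes with and without the treatment in rd1 RPE. It used 6 paired replicates for that comparison.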

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

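The tests in this part were chosen after the values had been seen, except the test on the share of the 10 highest silent genes, which was set down before it was computed. Of 101 groups of 7 values examined, 22 had a highest or lowest value far from the rest, where chance gives about 5. Most of them belong to the library labelled control 3 or the library labelled Nrf2 4.

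Among control eyes, control 3 stood far above the other 6 libraries in Gclc (577 CPM), Gclm (346 CPM), Gsr (138 CPM), Txnrd1 (499 CPM), Hmox1 (199 CPM) and Srxn1 (468 CPM). Among Nrf2 eyes, Nrf2 4 stood far below the others in the vector transcript (1163 CPM) and in Gss (81.4 CPM), Slc7a11 (66.5 CPM), Pgd (179 CPM), Hmox1 (192 CPM), Cyp1a1 (1.68 CPM), Ccer2 (2.70 CPM), Gstm1 (810 CPM) and Fbxo2 (79.9 CPM), and far above them in Fam19a3 (24.3 CPM), a gene lower in Nrf2 eyes. Both libraries thus lay between the groups, and close to each other. Repeated sampling of 1 sequenced library is excluded as the whole account, since the pair differed by 3.95 times the sampling value. The same material under both labels remains open. Over 742 genes called in the 5 other mice, the difference between Nrf2 4 and control 3 had a slope of -0.011 on the treatment effect in those mice, whereas the 36 pairs of other Nrf2 and control libraries had slopes from 0.43 to 1.29.

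A candidate explanation for the intermediate level is a mixture of transduced and untransduced material. The vector transcript of both libraries stood 16.9% of the way from the control mean to the Nrf2 mean of the 5 other mice. Over 371 genes called higher by at least 1 (log2) in those mice, the median position was 16.7% in control 3 (quartiles 11.9% and 21.2%) and 17% in Nrf2 4 (quartiles 11.9% and 23%). The control libraries of the 5 other mice lay between -9.0% and 3.9% and control 4 at 6.1%, and the Nrf2 libraries of the 5 other mice lay between 61.0% and 155.9%. A weaker transduction with a response in proportion predicts the same 17%, so mixture and weak transduction cannot be told apart by these genes. Over 189 genes lower by at least 1, control 3 stood at 28.3%, but there the control libraries of the 5 other mice spread from -146% to 63.2% and control 4 stood at 123.7%, which leaves the test open. No biological explanation was tested for the likeness of libraries from different mice, and a mislabelled or exchanged sample stays open as well.

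Nrf2 2 had an unusual share of counts in pseudogenes, 2.55% (95% Wilson interval 2.546% to 2.562%), where the 13 other libraries had from 1.064% to 1.169%. It also had the most genes with at least 10 counts, 19163, at the lowest depth. Reads from genomic DNA or unspliced RNA are a candidate explanation. Of 6618 protein-coding genes under 0.5 CPM on average in the other libraries (silent genes), 65.8% had a count in Nrf2 2, against 32.2% to 47.0% in the others. These genes were picked as low in the libraries compared, which tilts the comparison towards Nrf2 2. Of silent processed pseudogenes, 41% had a count in Nrf2 2, against at most 36.3% elsewhere, a smaller gap. Of 1946 olfactory and vomeronasal receptor genes, a group chosen after the values were seen, 63.4% had a count, against 29.7% to 38.2%. RNA of another tissue would put most counts of the silent genes into a few of them. The 10 highest carried 19.4% in Nrf2 2 and between 2.78% and 5.37% elsewhere, so that test was not decisive. The predicted gene Gm10800, also chosen after its values were seen, had 8660 CPM in Nrf2 2 and at most 41.9 CPM elsewhere. No biological explanation was tested, since the other 6 Nrf2 libraries did not share the pattern. Without mouse 2 the paired test called 387 genes.

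Control 6 had the lowest mitochondrial share of the control libraries, 1.32% (95% Wilson interval 1.315% to 1.325%), and the lowest Sod3 level, 11.8 CPM. Control 5 had the lowest Sulf1 level among control eyes, 101 CPM, and mouse 6 the highest difference in the melanin pathway list, 1.26 on the log2 scale. No explanation was tested for these 4 values.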

How the results depend on the processing

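The robust prior, the fit on 5 mice, DESeq2 with a mouse left out and the surface epithelium covariate were chosen after the data were seen, and the other tests before. The gene count was the result that moved most. DESeq2 called 1906 genes (1216 higher, 690 lower) and voom with quality weights 2592 (1585 higher, 1007 lower), and both included all 559 genes of the paired edgeR test. In the simulation 34.2% of the DESeq2 calls and 5.22% of the voom calls were false. The simulated counts had 200 changed transcripts, no differences between mice and no unusual library. These shares therefore cannot be carried over to the calls on the real counts. The fit with no replicate block called 1100 (877 and 223). No filter on low counts gave 347 (307 and 40), a threshold of 0.01 gave 56 (51 and 5), and a minimum log2 change of 0.5 gave 164 (154 and 10). The surface epithelium covariate gave 349 (311 and 38), of which 331 were among the 559. With 1 surrogate variable 51 genes were lower, and in the 5 mice besides 3 and 4, 253 were lower. RLE (551), upper-quartile (477), thinned counts (571), a mean of at least 10 counts (538) and the robust prior (575) stayed within 1.5 times of 559.

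Across the 7 fits that each left out 1 mouse, the count ran from 111 to 1998 genes, from 102 to 978 higher and from 9 to 1020 lower. Mouse 4 gave the highest value in each case and mouse 7 the lowest. With mouse 4 left out the split went from 85.7% higher to 48.9% higher. DESeq2 with 1 mouse left out called from 1011 to 3643 genes, from 738 to 1789 higher and from 266 to 1854 lower, again with the highest numbers without mouse 4.

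Among 35 named mouse genes, 580 values under alternatives kept direction and side of the threshold, 76 were weaker and 4 stronger. Sod3, which did not differ, was the one gene that changed direction: 0.114 in the 5 mice and from -0.380 to 0.069 with 1 mouse left out. Gclc, Gclm, Gss, Slc7a11, Gsr, Txnrd1, Abcc4, Taldo1, Pgd, Nqo1, Hmox1, Srxn1, Gstm1, Col6a3, Nxnl1 and Fam19a3 passed under each alternative run on them. With mice 3 and 4 left out Opn1sw (-5.20, adjusted p 0.109) and Rbp3 (-3.17, adjusted p 0.0663) no longer passed. Rpe65, Rom1, Gnat2, Bst2, Sulf1, Opn1sw, Rbp3, Cyp1a1, Ccer2 and Sstr5 each lost the threshold in at least 5 fits.

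Camera with estimated correlation left the medians of the lists as they were (glutathione metabolism 0.67, the genes the study named 2.05, thioredoxin system 0.21, superoxide dismutases and catalase 0.92, pentose phosphate pathway 0.22) but none passed, with adjusted p from 0.14 to 0.22 for these 5. These 5 lists passed in the 12 other alternatives. Without each mouse in turn, they ranged from 0.49 to 0.66, 1.88 to 2.17, 0.15 to 0.25, 0.81 to 1.06 and 0.17 to 0.30. Lists that did not pass changed direction in places: RPE function (-0.009 in the 5 mice and from -0.223 to 0.165 with 1 mouse left out), endothelium (from -0.516 to 0.025 with 1 mouse left out), fibroblasts (from -0.131 to 0.408) and the melanin pathway (from -0.106 to 0.240). With mice 3 and 4 left out the inner retina (-0.83, adjusted p 0.36) and blood lists (-0.67, adjusted p 0.27) no longer passed, and the skeletal muscle list did (-0.60, adjusted p 0.0205). Over all 19 lists, 200 values kept direction and side of the threshold, 33 were weaker and 6 stronger. The cause of these changes was not tested.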

Other observations

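The tests in this part were chosen after the results had been seen, except those carried over from the sections above. Carried over were the main test, thinned counts, voom, DESeq2 on all mice, the fit without mouse 4 and the sign-flip test of the lists. For the rest, only what to expect of the 2 relations with surface epithelium was set down before they were computed.

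The paired test called 559 genes. That is lower than the value quoted from the study above. DESeq2 with 1 mouse left out, a form closer to the fit the study describes, called from 1011 to 3643 genes, with 2211 without mouse 2, the mouse of the unusual library Nrf2 2. The quoted value lies inside that range and closest to the fit without mouse 2. The labels name no mouse as left out, and the paper's methods state no significance threshold or model formula for its count. The closeness therefore does not show which mouse the study left out.

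The real labelling was compared with all 64 ways to exchange the eyes within mice. In 2 of the 64, the real one included, at least 559 genes passed. The other one exchanged the eyes of mouse 4 alone and gave 1697 genes, more than the real labels, and the remaining 62 gave 0. The p of the glutathione metabolism list was as small in 1 of the 64, the real one. The cone list had as small a camera p in 5 of the 64, and as many lists passed camera in 13 of the 64, with a median of 7 lists, from 2 to 13. By camera, the number of lists past the threshold and the p of the cone list therefore do not set the real labels apart from exchanged ones. The mean paired difference of the cone list does, with the smallest p that the exact sign-flip permutation test can give (0.0156, adjusted 0.0424).

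Why mouse 4 held down the count was examined in parts. Over the genes called higher in the 6 other mice, mouse 4 had a slope of 0.26 on their effect, which a weak transgene in Nrf2 4 may produce. Over the genes called lower in them its slope was -1.27, and a weak transgene alone would not turn the sign. There control 4 differed from the other controls: its slope on the effect, measured from the mean of the others but control 3, was 1.39. The 6 other controls spread from -0.888 to 0.199 around that mean, and the 7 Nrf2 libraries from -0.114 (Nrf2 4) and -0.044 (Nrf2 5) to 1.298. A candidate source is surface epithelium of the cornea and conjunctiva carried over in dissection. Keratin genes chosen after their values were seen ran from 368 CPM for Krt5 in control 4 to 9871 CPM in control 6, and from 793 CPM for Krt15 in Nrf2 3 to 17980 CPM in control 6. A list of 20 surface epithelium genes was written after the genes lower without mouse 4 had been seen. Of the 1020 lower genes, 1019 were also tested with all mice, and 17 of the list were among these. Over the other 1002 genes, the mean log2 CPM followed that of the list across the 7 control libraries (r = 0.996) and across the 7 Nrf2 libraries (r = 0.982). This decides nothing, because the list and the genes were chosen for the same pattern. Of 1000 random subsets of 20 of these genes, 530 followed the rest as closely in control libraries and 870 in Nrf2 libraries, with a median r of 0.996 and 0.993. The fit with the surface epithelium covariate called 349 genes, 38 of them lower, where the paired test called 559, 80 of them lower. It thus did not raise the count as leaving out mouse 4 did. That covariate was also chosen after the data were seen, so its fit does not settle the question. Uneven surface epithelium therefore stays open. The list itself was lower in the Nrf2 eye of 6 of 7 mice, by -0.99 ± 2.18 (SD, n = 7) on the log2 scale, which did not pass (exact sign-flip permutation p = 0.28), and 0 of its 20 genes were called with all mice. This rests on mouse 4, at 3.55. The other 6 mice were all lower, from -2.96 to -0.46, which is no separate evidence, since the list was written from genes lower in those mice. An effect of Nrf2 on epithelium outside the RPE was not tested.

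Retinal transcripts were lower in Nrf2 eyes. A loss of counts to induced genes is argued against as the whole cause. Without scaling factors, the 1736 transcripts higher at an unadjusted p under 0.05, the vector transcript included, took up counts that shifted the share left to all others by -0.236 ± 0.119 (log2, SD, n = 7). The cone list changed by -2.43 ± 1.74 on the same scale and lay below that shift in 7 of 7 mice (exact sign-flip permutation p = 0.0156). Less carry-over of retina is a candidate explanation and stays open beside an effect on the photoreceptors themselves, which was not tested. According to the paper the retina was taken out before RNA was collected, so the libraries do not sample the photoreceptors as a whole. In retinas imaged at later ages, the paper reported fewer gaps in the cone layer of treated eyes. Across 7 mice the differences of cone and inner retina lists moved together (r = 0.776, exact permutation p = 0.0236, adjusted 0.0325; rho = 0.893, exact permutation p = 0.0123, adjusted 0.0184; r = 0.616 without the 2 mice farthest from the median). The relation of rods to cones was r = 0.961 (exact permutation p = 0.00337, adjusted 0.0101; rho = 0.893, exact permutation p = 0.0123, adjusted 0.0184; 0.955 without 2 mice) and that of rods to inner retina r = 0.777 (exact permutation p = 0.0325, adjusted 0.0325; rho = 0.714, exact permutation p = 0.0881, adjusted 0.0881; 0.498 without 2 mice), 3 relations in all. The 2 relations with inner retina thus rest in part on 2 mice. Rom1, on the rod list, rose in 6 of 7 mice and does not follow this pattern.

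Rpe65 fell, while the 21 other RPE function genes went both ways, 9 of them down. A lower share of RPE cells would move abundant RPE genes as far as Rpe65. The 6 others at least as abundant as Rpe65 in control eyes (Rgr, Rlbp1, Rdh5, Rdh10, Slc16a8 and Ttr) had log2 fold changes from -0.528 to 1.583, each at least 2.82 SE above that of Rpe65, which argues against a lower share as the whole cause. A small loss of RPE cells stays open, since 3 of the 6 were below 0. After removal of the trend with GC content and transcript length over 16277 genes, which ran from -0.35 to 0.08, the log2 fold change of Rpe65 was -2.21, which argues against that trend as the cause. An effect of Nrf2 on Rpe65 may be considered as a hypothesis, and the design does not separate it from an effect of the added vector.

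Most called genes were higher in Nrf2 eyes with all 7 mice, but the majority depended on the fit: 48.9% were higher without mouse 4, 61.1% under voom, 63.8% under DESeq2 and 66.1% in the 5 mice besides 3 and 4. With the GC content and length trend removed, 85.7% were above 0, as before, and 0 changed sign. With counts thinned to the smallest library 85.1% were higher. The tests argue against trend and depth as the cause of the direction in the fit on all mice.

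Whether target genes followed the level of the vector transcript was examined over the 6 Nrf2 libraries other than Nrf2 4, which stands apart. The Nrf2 target list gave r = 0.906 (exact permutation p = 0.025, adjusted 0.15; rho = 0.771, exact permutation p = 0.10, adjusted 0.27), and r = 0.925 without the 2 libraries farthest from the median. Of the 6 relations computed 0 passed after adjustment. Sequencing depth itself had r = 0.555 with the vector transcript (exact permutation p = 0.26, adjusted 0.39; rho = 0.543, exact permutation p = 0.30, adjusted 0.45; r = 0.907 without 2 libraries). A graded response and an association with depth cannot be told apart with 6 libraries.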
